A study of Mus musculus with 46 samples. Its data were reported in "Engineering mouse cell fate controller by rational design" (2024).

How the data were processed

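The series holds RNA-seq of mouse embryonic fibroblasts (MEF) on their way to induced pluripotent stem cells (iPSC), of established iPSC and of mouse embryonic stem cells (mES). Reprogramming was driven by retroviral Oct4 (gene symbol Pou5f1) together with either native Nanog (Nanog WT) or a fusion of Nanog with an N-terminal piece of SS18, a subunit of the BAF chromatin remodelling complex, that binds BRG1 (Nanog BiD). Groups were taken from the sample labels, where the fusion is called NanogN70. Cells were sampled at D0, D1, D3, D5, D7, D8, D10 and D12, which gave 31 time-course samples with 2 replicates per combination and day, except that Nanog BiD at D8 had 1. The 12 iPSC samples comprised 6 per combination, and 2 MEF samples and 1 mES sample served as references.

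Per the study's methods, the authors trimmed the reads with Trim Galore, aligned them to the mm10 genome with HISAT2 and quantified expression with StringTie. The values deposited by the authors are FPKM (fragments scaled by the length of the gene model and by the number mapped in the library), in a gene table of 37108 genes and 34 samples and in a transcript table of 106520 transcripts and 15 samples for the iPSC, MEF and mES. Replicates were kept apart in both. The annotation used by the authors is not stated, and whether the counting used strand is not stated either, so overlapping genes are given as uncertain. The authors called differences with GFOLD, which needs mapped reads and was not used here. Everything below was computed from the FPKM values. FPKM are not counts, and no count model was applied to them.

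Sequencing depth is not part of the tables. In the gene table, low values proved to be whole multiples of a gene-specific step, the value of 1 read. The step was found for 2296 genes, and in samples not used to find it 96.0% to 97.5% of the low values were whole. Relative depth per library was computed from it and scaled to 1 at the median of the libraries of like depth. Only ratios of depth are known in this way, so no interval or detection floor is given. The iPSC transcript table showed no such step, and its depth is unknown.

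Values were analysed as log2(FPKM + 1), and all log2 differences are on this scale, which understates the change of low genes. Genes with at least 1 FPKM in at least 2 time-course samples were tested (16842 genes). One limma model (version 3.58.1 in R 4.3.3; lmFit, contrasts.fit and eBayes with an intensity trend) had a mean per combination and day, so that all 16 groups shared one estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size, which is 2-fold. All adjusted p-values of single genes come from limma with this adjustment, and its tests are two-sided. The contrasts were Nanog BiD against Nanog WT at each day with 2 replicates per combination, D12 against D0 within each combination, and the difference between these last contrasts (the interaction). D8 was described without a call. For the iPSC, transcripts were summed per gene (35976 genes), 12456 genes passed the same filter over the 12 iPSC samples, and the limma model had the line in the labels (iPSC1 or iPSC2) as covariate. On simulated data with 200 genes changed by 2 on the log2 scale, the time-course model recovered 192 (96.0%) with 4 other genes called, and the iPSC model recovered 195 (97.5%) with 3 others. The changed genes were drawn from those with a mean above 2 on the log2(FPKM + 1) scale, and the noise was simulated as independent.

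An activation score and a silencing score placed each sample between MEF and mES. The activation set holds the 1190 genes at least 4-fold higher in mES than in the mean of the MEF samples, and the silencing set the 1067 genes at least 4-fold lower. The score is the mean log2 level of the set, set to 0 at the mean of the MEF samples and 100 at mES. Scores were compared over D5 to D12 with an exact two-sided permutation test that exchanged the combination within each day (3888 arrangements). The correlation of each iPSC sample with mES (Pearson r across genes, which are not independent replicates) was compared with an exact two-sided permutation test within line (350 arrangements). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

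Replicate numbers in the labels are shared by both combinations, and the fit with the replicate number as a block was an alternative. The other alternatives were a pseudocount of 0.1, no filter on low values, rescaling to a common total (TPM), quantile normalization, no fold limit, a fit to the compared groups alone, other gene sets and statistics for the scores and correlations, and leaving out replicates or samples. These choices, the designs and the rule for named genes were fixed before the data were examined. Chosen after seeing the data were the restriction to protein-coding genes (14500 of those tested) and the removal of each sample's trend over GC content and transcript length (splines with 5 degrees of freedom, on the 15776 tested genes, 93.7%, that have both).

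Genes named in the text follow a rule. It comprises 22 genes taken from the study's text (pluripotency and somatic genes and BAF subunits), the 5 highest and 5 lowest log2 differences at D5, and the 3 highest and 3 lowest at D12 and at D0, among genes called and changed the same way in both same-numbered pairs. In the iPSC the rule gave none, since no gene was called. The files give gene symbols without positions. Positions are those of GENCODE vM21 on mm10, 1-based, except that those of Gm32344 and A230070E04Rik are from RefSeq on GRCm38.p6, which is the same build. The MEF and mES libraries occur in both tables with different values (r across genes 0.958 to 0.960, with 1389 to 1540 of 35976 genes over 2-fold apart), so values were never compared between the tables.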

Results

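The gene table covered 31 time-course libraries, 2 MEF libraries and 1 mES library. The total FPKM per time-course library ranged from 370030 to 462190, and 12442 to 14431 genes reached 1 FPKM. Relative depth was 1.02 to 1.13 in the 10 Nanog BiD libraries of D0 to D7, 0.830 to 1.04 in the 5 of D8 to D12, and 0.893 to 1.08 in the 10 Nanog WT libraries of D0 to D7. The 6 Nanog WT libraries of D8 to D12 stood at 1.89 to 3.26, above all other libraries of the table. Depth and combination can therefore not be told apart from D8 on, and every comparison of the combinations at D8, D10 and D12 carries that limit. Same-day replicates correlated across genes at r = 0.961 to 0.990 over 15 pairs. The lowest value belonged to Nanog WT at D0.

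**Figure D1:**
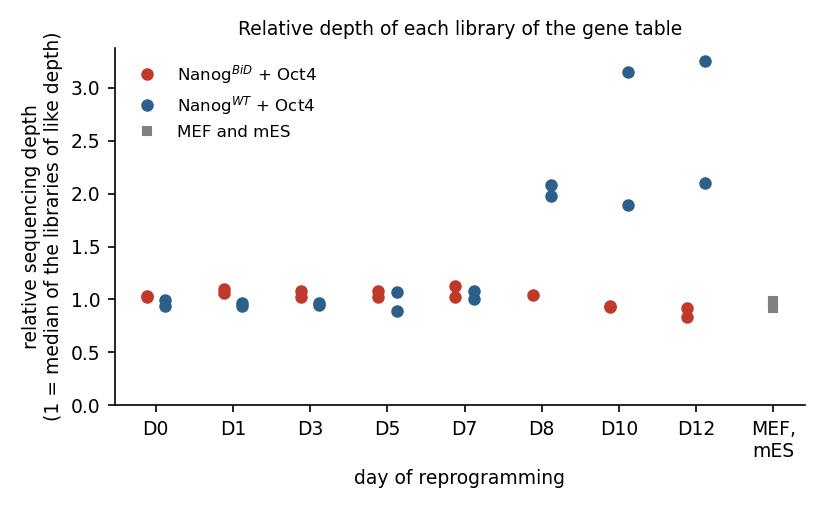
Relative sequencing depth (vertical axis, no unit, 1 at the median of the libraries of like depth) of each library of the gene table by day of reprogramming, red for Nanog BiD, blue for Nanog WT and grey for MEF and mES. The 6 Nanog WT libraries of D8 to D12 lie between 1.89 and 3.26, and no other library exceeds 1.13.

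The labels were checked on the factors themselves. Ss18, part of which is in the fusion (chromosome 18, 14624198 to 14682914), was at 61.7 ± 6.1 FPKM (SD, n = 2) with Nanog BiD and 28.3 ± 3.2 (n = 2) with Nanog WT at D0, a log2 difference of 1.10 (SE 0.17, adjusted p = 0.00103). At D5 the log2 difference was 1.87 (SE 0.17, adjusted p = 2.08e-07). In MEF, Ss18 stood at 28.0 ± 1.8 FPKM (n = 2). Nanog (chromosome 6, 122707489 to 122714633) was at 664 ± 29 FPKM with Nanog BiD and 473 ± 33 with Nanog WT at D0, against 0.232 ± 0.004 in MEF. Pou5f1 (chromosome 17, 35506018 to 35510772) was at 2097 ± 81 and 2445 ± 1068 FPKM. The FPKM values do not part the transcripts of the vectors from those of the endogenous genes.

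The first question was when the fusion sets cells on another path than native Nanog. The number of genes called between the combinations rose from 128 at D0 (71 higher and 57 lower with Nanog BiD) to 224 at D1 (62 and 162), 623 at D3 (210 and 413), 1091 at D5 (539 and 552) and 1758 at D7 (975 and 783). It was 4676 at D10 (2597 and 2079) and 3946 at D12 (2267 and 1679), where the Nanog WT libraries were deeper. Rescaled to a common total, the genes higher and lower were 1295 and 1086 at D7, 2942 and 2740 at D10 and 2610 and 2145 at D12. After quantile normalization, which gives all samples one distribution and so removes a shift common to most genes, they were 820 and 923, 2393 and 2289, and 1945 and 1966. With the replicate number as a block the counts were 150, 241, 637, 1116, 1765, 4683 and 3961. The correlation of same-numbered samples' deviations, which shows whether the numbers pair the samples, was 0.23, 0.13, -0.065, -0.043, 0.39, 0.12 and 0.020 at these days. A fit to the compared groups alone called 0 genes at D0, D1 and D3, with 1294, 2526 and 2613 genes at an unadjusted p under 0.05. Without a fold limit the counts at these days were 321, 551 and 1709. At D8, with a single Nanog BiD library and no test, 4000 genes were at least 2-fold apart.

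**Figure D2:**
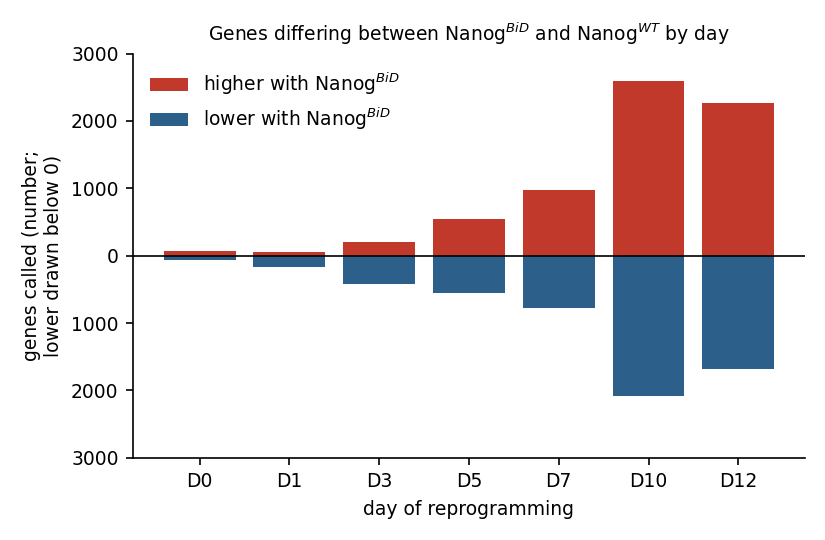
Number of genes (vertical axis) called higher (red, above 0) or lower (blue, below 0) with Nanog BiD than with Nanog WT, by day of reprogramming, with 2 libraries per combination and day. Called genes go from 128 at D0 to 1091 at D5 and 3946 at D12, and D10 and D12 compare libraries of unequal depth.

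The genes named at D0 need care. Across genes, the D0 difference had a Spearman rho of 0.22 with transcript length and -0.36 with GC content. Gm32344 (lncRNA, chromosome 3, 117965057 to 117993251), Uts2b and Mir700 were highest, with log2 differences of 2.64, 2.63 and 2.37. Nefm, Nefl and A230070E04Rik were lowest, at -3.29, -3.01 and -2.96. On chromosome 14, Nefm (68082590 to 68124846) overlaps both Nefl (68083863 to 68089095) and A230070E04Rik (68123752 to 68131371) in the annotation used. Nefl and A230070E04Rik do not overlap each other. Whether reads were shared was not tested, so the values of these genes may not be separate and count as 1 uncertain item. Mir700 is a small RNA gene whose FPKM is likewise uncertain.

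D5 was the day the study chose for its chromatin binding assay (CUT&Tag). Sall4 (chromosome 2, 168748332 to 168767943) was at 6.24 ± 0.92 FPKM (SD, n = 2) with Nanog BiD and 0.553 ± 0.071 (n = 2) with Nanog WT, a log2 difference of 2.22 (SE 0.31, adjusted p = 4.14e-05). In mES it stood at 57.4 FPKM, and both MEF libraries listed it at 0. Thbd (chromosome 2, 148404466 to 148408188) was at 4.24 ± 1.03 against 46.0 ± 12.6 FPKM (log2 difference -3.15, SE 0.21, adjusted p = 7.49e-09), and Dab2 (chromosome 15, 6299788 to 6440712) at 7.41 ± 1.17 against 28.7 ± 3.4 (log2 difference -1.82, SE 0.22, adjusted p = 6.48e-06). Klf4 was higher with Nanog BiD by 1.29 (SE 0.35, adjusted p = 0.0157). Sox2 had a log2 difference of 1.10 that did not pass (SE 0.45, adjusted p = 0.107). Together with Ss18, 5 of the 22 listed genes were called at D5, both over all genes tested and over the list alone. At D0 the list gave 1 called gene over all genes (Ss18) and 2 over the list alone, where Klf4 was added as lower with Nanog BiD (log2 difference -1.37, adjusted p = 0.0512 over all genes and 0.0112 over the list). With the replicate number as a block, its adjusted p over all genes was 0.0448, which passes. At D7 and D12, 9 and 12 genes were called either way. Several listed genes, such as Sall4, Sox2, Dab2 and Thbd, were the study's own examples of divergence in these same RNA-seq data. The counts on the list are thus no independent support, and the adjustment over the list alone does not allow for that choice.

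The 5 genes highest with Nanog BiD at D5 were U90926, Clu, Tdgf1, Iapp and Aqp8, with log2 differences from 4.88 for U90926 to 3.82 for Aqp8. Clu (chromosome 14, 65968483 to 65981547) was at 807 ± 16 FPKM against 40.1 ± 9.8 (log2 difference 4.32, SE 0.24, adjusted p = 6.23e-10). Tdgf1 (chromosome 9, 110939603 to 110946158) was at 22.2 ± 1.2 against 0.351 ± 0.304 FPKM and reached 408 in mES. The 5 lowest were Nts, Dpt, Ifi44, Sele and Pde1a, with log2 differences from -4.50 for Nts to -3.59 for Pde1a. Across genes, the D5 difference had a Spearman rho of 0.37 with GC content. With the GC and length trend removed from each sample, 961 genes were called at D5, of which 863 were among the 1091.

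Part of the genes called at D5 were not called at D12, where the libraries were of unequal depth. Of the 539 genes higher with Nanog BiD at D5, 168 (31.2%) were also called higher at D12, 34 were called lower and 337 (62.5%) were not called. These 337 genes were chosen for their D5 value and for having no call at D12, where 336 of them were under the fold limit. Their median log2 difference was 1.29 at D5 and 0.28 at D12. Of the 552 lower genes, 300 (54.3%) were also called lower at D12. The 242 not called, all under the fold limit at D12, had a median of -1.36 at D5 and -0.35 at D12. The choice of these genes largely fixes both falls in advance. Clu fell to 37.8 ± 8.0 FPKM with Nanog BiD at D12, against 72.4 ± 19.1 with Nanog WT. Iapp (chromosome 6, 142298423 to 142303961) went from 130 ± 2 FPKM at D5 to 0.109 ± 0.155 at D12, and mES listed it at 0.

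At D12, Slc2a3, Dppa3 and Tdgf1 were highest with Nanog BiD and Dpt, Col8a1 and Serpinb9 lowest. Slc2a3 (chromosome 6, 122727809 to 122801640) was at 316 ± 52 FPKM against 15.5 ± 6.7 (log2 difference 4.31, SE 0.29, adjusted p = 5.42e-10), and Dpt (chromosome 1, 164796644 to 164824266) at 0.581 ± 0.427 against 196 ± 2 (log2 difference -6.98, SE 0.26, adjusted p = 2.32e-13). Sox2 (chromosome 3, 34650405 to 34652461) reached 239 ± 38 FPKM with Nanog BiD and 34.9 ± 6.9 with Nanog WT (log2 difference 2.74, SE 0.45, adjusted p = 4.48e-05), against 248 in mES. Esrrb, Dppa5a, Sall4, Sox15, Olig3 and Foxb1 were also called higher, with log2 differences from 1.21 for Foxb1 to 3.11 for Sall4. Among the 10 listed BAF subunit genes, Smarcd1 (1.15, SE 0.23, adjusted p = 0.000321) and Actl6a (1.08, SE 0.21, adjusted p = 0.000325) were called at D12. Pou5f1 was lower with Nanog BiD, at 514 ± 141 against 2094 ± 842 FPKM (log2 difference -1.99, SE 0.36, adjusted p = 0.000131).

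**Figure D3:**
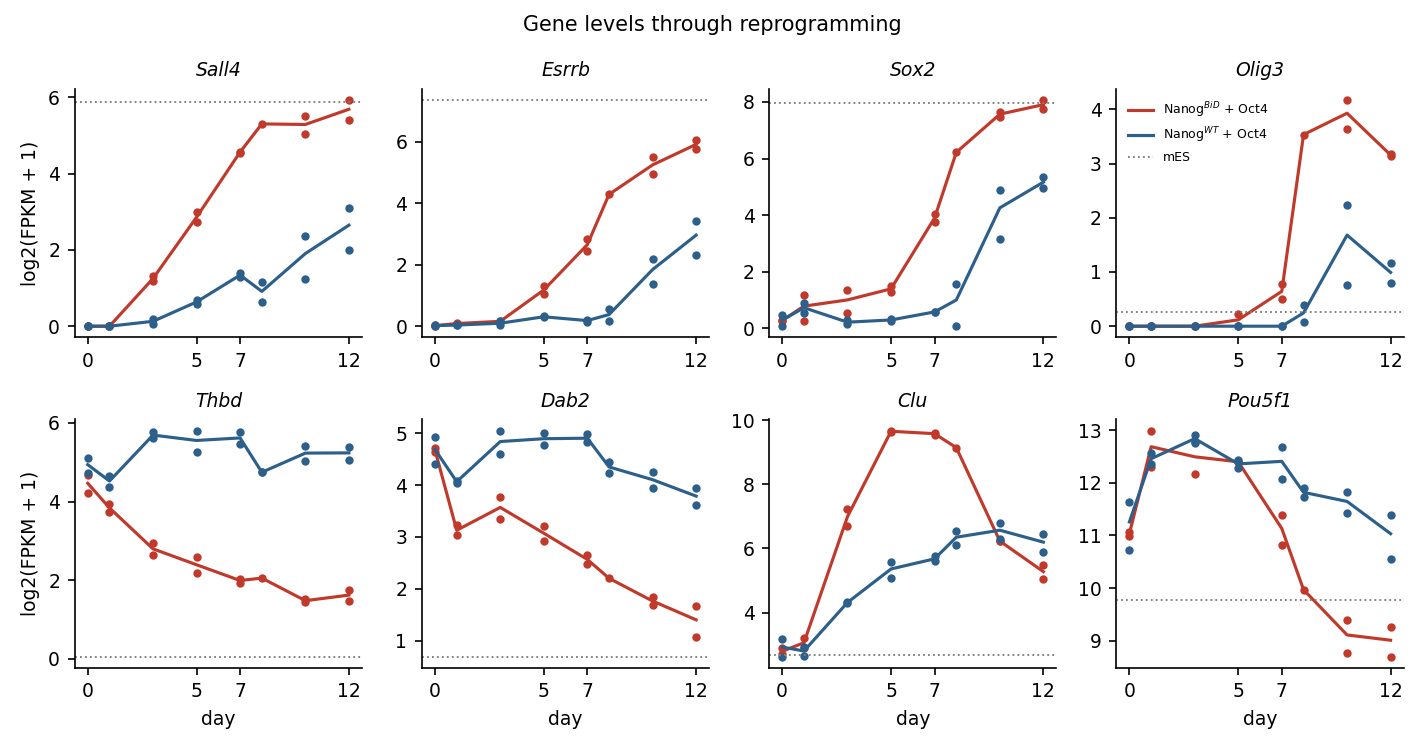
Levels of 8 genes as log2(FPKM + 1) on the vertical axis by day, red for Nanog BiD and blue for Nanog WT, with points for replicates, lines through log2 of the mean FPKM + 1 and a dotted line for mES. At D5, Clu stands at 807 FPKM with Nanog BiD and 40.1 with Nanog WT, and at D12 at 37.8 and 72.4.

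Within each combination, D12 was compared with D0 to ask how far expression had moved. With Nanog WT 2721 genes changed (2055 up and 666 down), and with Nanog BiD 5850 (4138 up and 1712 down). Mean relative depth was 2.68 at D12 and 0.967 at D0 with Nanog WT, and 0.874 and 1.03 with Nanog BiD. The Nanog WT counts, their comparison with Nanog BiD and the interaction thus carry the limit of unequal depth too. By the study's methods, both contrasts also span the change of medium at about D7. Rescaled to a common total, the counts were 3240 up and 657 down with Nanog WT, and 5089 and 1949 with Nanog BiD. After quantile normalization they were 1337 and 1076, and 2564 and 2543. The difference between the combinations itself changed from D0 to D12 for 4020 genes (2255 rising and 1765 falling, or 2242 and 2239 when rescaled to a common total and 1998 and 2051 after quantile normalization). With the replicate number as a block, 2739, 5861 and 4099 genes were called in these 3 contrasts.

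The distance travelled from MEF to mES was measured with the activation and silencing scores. The activation score of Nanog BiD was 2.94 ± 0.84 at D0 (SD, n = 2), 20.04 ± 0.06 at D5 and 69.5 ± 7.5 at D12, and that of Nanog WT 1.70 ± 3.15, 11.0 ± 2.1 and 25.6 ± 4.1. Over D5 to D12, Nanog BiD was 29.96 points higher, with an exact permutation p = 0.000257, the smallest the 3888 arrangements allow. The silencing score of Nanog BiD was 14.6 ± 0.8, 31.1 ± 1.3 and 55.4 ± 4.0 at the same days. With Nanog WT it was 10.2 ± 1.9 at D0, 25.6 ± 2.3 at D5 and 26.0 ± 1.9 at D7, then 13.8 ± 0.1 at D8 and 14.9 ± 2.4 at D12. Nanog BiD was 24.4 points higher over D5 to D12 (exact permutation p = 0.000257, again the smallest possible). With the replicate number as a block, the differences were 29.4 and 24.4 points, positive in 9 of 9 pairs for both scores (exact sign-flip permutation p = 0.00391, the smallest possible). Both kinds of test treat the days as independent. Whether the libraries of one replicate number came from one infection followed over time is not stated. If they did, these p-values are too small. The alternative that moved the activation difference most within D5 to D12 was leaving out replicate 1, which gave 24.1 points. Both pooled differences join D5 and D7, of like depth, with D8 to D12, where the depths differ. At D7 the activation score was 31.9 ± 0.6 with Nanog BiD and 12.6 ± 0.4 with Nanog WT. The silencing score of Nanog BiD at D7 was 36.7 ± 2.7. For both scores the combinations were closer at D5 and D7 than at D8, D10 and D12.

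**Figure D4:**
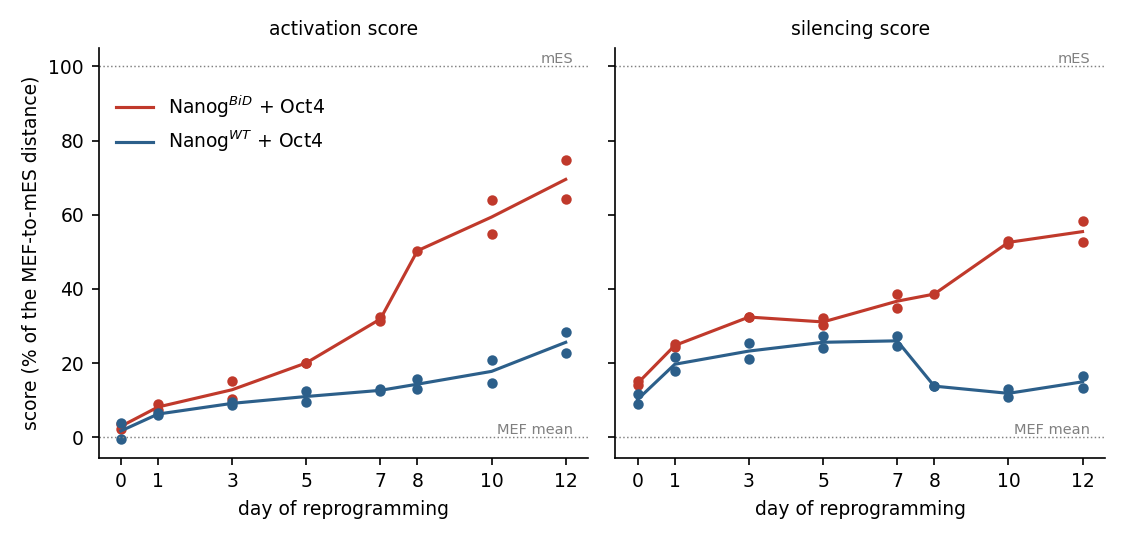
Activation score (left) and silencing score (right) in percent of the MEF-to-mES distance (vertical axis) by day, with a point per library and lines through the means, red for Nanog BiD and blue for Nanog WT. At D12 the activation means are 69.5 and 25.6, and the silencing score of Nanog WT drops from 26.0 at D7 to 13.8 at D8.

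Established iPSC were compared to ask whether cells made with the fusion differ from those made with native Nanog. The 12 samples had totals of 396871 to 435908 FPKM, and their depth is unknown. No gene was called (0 of 12456, with 201 at an unadjusted p under 0.05). The self-test recovered 97.5% of simulated changes of 2 on the log2 scale, in genes that were not low and with independent noise. It does not give the power for changes near the fold limit, for low genes or under variation shared by many genes. The absence of calls is therefore no evidence that the cells are alike. Pearson r with mES was 0.974 ± 0.009 (SD, n = 6) for Nanog BiD iPSC and 0.976 ± 0.004 (n = 6) for Nanog WT iPSC, a difference of -0.00216 (exact permutation p = 0.691). The correlation with MEF was 0.876 ± 0.022 and 0.872 ± 0.013, a difference of 0.00317 (exact permutation p = 0.797). Within line iPSC1 the means with mES were 0.969 and 0.974, and within line iPSC2 both were 0.979. The difference between the combinations did not differ between the lines by an exact permutation test (p = 0.511 with mES and p = 0.214 with MEF), and the lines themselves were not tested against each other. The Nanog WT iPSC1 samples labelled 1# and 1#-2 share a clone number, which leaves open whether they are independent. Averaged as 1 sample, they gave a difference with mES of -0.00279 (exact permutation p = 0.595). The lines also differ in passage number in the file headers, so line and passage cannot be told apart. The iPSC samples carry no replicate numbers shared by the combinations.

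**Figure D5:**
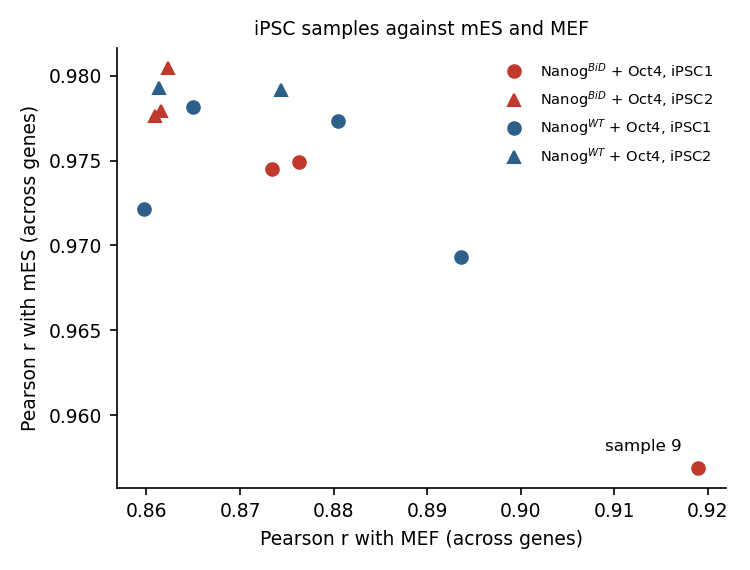
Pearson r across genes of each of the 12 iPSC samples with mES (vertical axis) against that with MEF (horizontal axis), red for Nanog BiD and blue for Nanog WT, circles for line iPSC1 and triangles for line iPSC2. Sample 9 of the Nanog BiD iPSC1 lies at 0.957 with mES and 0.919 with MEF, and sample 3 of the Nanog WT iPSC1 is next at 0.969 and 0.894.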

Values the study reported

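The study sorted its differentially expressed genes into 12 clusters by their course over time. It placed the visible divergence of Nanog BiD from Nanog WT at day 5, with a growing distance afterwards. It counted 211 genes shared by cluster 1 and the regions whose opening depended on Nanog BiD, and 43 transcription factors among them. Of 19 proteins that bound Nanog BiD but not Nanog WT in its mass spectrometry, 9 were BAF subunits.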

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

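The test on transcript length against the change from D0 to D12, both tests on Pou5f1 and the comparison of sample 9 with the other samples one by one were chosen only after the result was seen.

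The difference between Nanog BiD and Nanog WT differed between time points, as the interaction test called 4020 genes from D0 to D12. Sequencing depth is one technical explanation, because the ratio of depth, Nanog BiD to Nanog WT, moved against the number of genes at least 2-fold apart over the 8 days (Spearman rho -0.83). The days form separate clusters in depth, with ratios of 1.03 to 1.14 at D0 to D7 and 0.327 to 0.514 at D8 to D12, and this relation cannot part depth from day. Among the 5 days of like depth the number still rose at each step with both replicates, from 343 to 1873 genes. With either replicate left out, which leaves 1 library per combination, it fell from D0 to D1 and rose at each step from D1 to D7. Low genes read only in the deeper libraries were not the source, since the share called at D12 among genes with a mean of at least 5 FPKM (22.9%) was 0.951 times that among the others (24.1%). Transcript length was at most weakly related to it (Spearman rho across genes -0.035 with the D12 difference and -0.12 with the change from D0 to D12, and 0.16 with GC content for that change). With the trend over both removed from each sample, 3845 genes were called, of which 3418 were among the 4020. The total of the values did not account for it, since rescaling to a common total gave 4481 genes. The rise from D1 to D7 thus took place at like depth. Within Nanog BiD alone, whose libraries of D0 to D12 stood at 0.830 to 1.13, 5850 genes changed from D0 to D12. What remains untested is a separate batch of the Nanog WT libraries of D8 to D12. That part of the pattern cannot be told apart from such a batch, and by the study's methods the medium was also changed at about D7 in the reprogramming cultures. The study did count more Oct4-GFP colonies with Nanog BiD by D12, which does not rest on these libraries. Which of the late expression differences go with that cannot be told here, so this part of the pattern cannot be called biological.

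Pou5f1 at D12 was lower with Nanog BiD than with Nanog WT, and this is among the changes from D0. It was already lower at D7, at like depth (log2 difference -1.27, SE 0.36, adjusted p = 0.0118, and -1.29 and -1.26 in the same-numbered pairs). At D0 the log2 difference was -0.15 (SE 0.36), with -0.57 and 0.27 in the same-numbered pairs. These opposite signs cannot decide on an unequal vector dose from the start. At D5 the log2 difference was 0.042 (0.12 and -0.031 in the pairs), so Pou5f1 was not lower with Nanog BiD by then. Nanog was higher with Nanog BiD at D0, by 0.49 (SE 0.20, adjusted p = 0.248). A candidate explanation is that vector transcripts fell faster with Nanog BiD. The excess of Ss18 over Nanog WT, a stand-in for the fusion, changed by -1.93 on the log2 scale from D5 to D12. Endogenous Ss18 may be part of the late excess, since Ss18 stood at 41.0 FPKM in mES and 26.5 ± 2.6 with Nanog WT at D12. With Nanog BiD, Nanog changed by -2.61 from D5 to D12, while Pou5f1 itself changed by -3.39. With Nanog WT, Nanog changed by -2.32 and Pou5f1 by -1.33. From D5 to D7, at like depth, the Ss18 excess changed by -1.04, Nanog by -0.71 with Nanog BiD and -0.19 with Nanog WT, and Pou5f1 by -1.27 and 0.049. Nanog was lower with Nanog BiD at D7 (log2 difference -0.92, adjusted p = 0.00196, under the fold limit) and at D10 (-1.15, adjusted p = 8.6e-05). In mES, Pou5f1 stood at 877 FPKM (1 library). At D7 it was at 5435 ± 1576 FPKM (n = 2) with Nanog WT and 2243 ± 621 (n = 2) with Nanog BiD. If endogenous Pou5f1 stayed at or under the mES level, most of both signals was vector. The vector part at D7 was then lower with Nanog BiD. That upper limit was not tested. Vector and endogenous transcripts are not separate in these values, so the pattern cannot be called biological.

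Sample 9 of the Nanog BiD iPSC1 lay far from the other 5 Nanog BiD iPSC, with r = 0.957 with mES (others 0.975 to 0.980) and r = 0.919 with MEF (others 0.861 to 0.876). Its gap to the nearest sample was 0.747 and 0.735 of the group's whole range. Among the 22 listed genes it also stood apart for Thbd (0.775 of the range) and Dab2 (0.633), which were higher, and Sox15 (0.655), which was lower. MEF RNA in the sample is a candidate explanation. Its origin was not tested, and by the study's methods the iPSC were kept without feeder cells. Of 66 MEF-specific genes, a share of 0.970 was above the highest of the other 5, at a median of 9.94% of the MEF level. With sample 9 left out of the reference, the same share was 73.7% for sample 8 of the Nanog BiD iPSC1, at a median of 1.63% of the MEF level over 99 genes, and 3.03% to 27.5% for the other 4 samples. Sample 9 is therefore set apart by the level of these genes more than by the share. Sample 3 of the Nanog WT iPSC1 was the next most extreme of the 12, with r = 0.969 with mES and 0.894 with MEF, and had the highest correlation of the 11 other samples with sample 9 (r = 0.991). The same 66 genes stood in it at a median of 2.86% of the MEF level, against 0.0891% to 1.61% in the other Nanog WT iPSC, and Thbd at 1.90 on the log2(FPKM + 1) scale, against at most 0.93. A few abundant genes were not the source, since without the 100 most abundant genes r with MEF was 0.915, above the others' 0.853 to 0.870. No biological explanation was tested.

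The remaining samples that lay apart concerned single genes. These were Nanog (0.691) and Klf4 (0.628) in sample 8 of the Nanog BiD iPSC1, both higher, Smarcc2 (0.741) in sample 2 of the Nanog WT iPSC1, which was lower, and Foxb1 (1 in both combinations), which was listed at 0 in all but 1 sample per combination and at under 0.05 on the log2(FPKM + 1) scale in that one. In total 10 of 48 groups examined met this criterion, where chance gives about 2.4. For these 5 no explanation was tested.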

How the results depend on the processing

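Every count of called genes kept its order of size over the days under the alternatives that kept all samples in one model. With the replicate number as a block, all counts stayed within 1.5 times the reported ones, and at D5 all 1091 genes were called again. Of the 128 genes of D0, 103 were called after quantile normalization and 99 after the GC and length trend was removed. Of the 1091 of D5 these were 1006 and 863, and of the 3946 of D12 they were 3580 and 3481.

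Some counts moved by more than 1.5 times. A pseudocount of 0.1, which gives low genes more weight, raised D0 from 128 to 196, D3 from 623 to 1011, D5 from 1091 to 1689, D7 from 1758 to 2716 and the change with Nanog WT from 2721 to 4253. Rescaling to a common total gave 937 at D3. Without a fold limit the counts were 321, 551, 1709, 2755, 4779, 9358 and 8546 from D0 to D12, 6420 and 10387 for the changes with Nanog WT and Nanog BiD (5850 with the limit) and 6249 for the interaction (4020 with it). A fit to the compared groups alone, with 2 samples each, gave 0 at D0, 0 at D1 and 0 at D3 (1294, 2526 and 2613 at an unadjusted p under 0.05), and counts within 1.5 times at the later days. Apart from the fold limit and the pseudocount, which act by their definition, the cause was not tested.

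The balance of rises and falls differed between the scalings. Quantile normalization and the removal of the trend centre every sample alike, so they take out a shift common to most genes, whether technical or not. They do not force an even balance of called genes, as the counts of D1, D3 and D5 show. The median of all tested genes rose by 0.19 on the log2 scale from D0 to D12 with Nanog WT and by 0.34 with Nanog BiD. Quantile normalization shifted these medians by -0.24 and -0.36 and the D12 difference by -0.11, and rescaling to a common total shifted the Nanog WT change by 0.17. After quantile normalization, the share of rises among changed genes fell by 20.1 percentage points with Nanog WT (1337 up and 1076 down) and 20.5 with Nanog BiD (2564 and 2543). After rescaling to a common total it was 7.62 points higher with Nanog WT (3240 and 657), and Nanog BiD had 5089 and 1949. With the GC and length trend removed, the medians shifted by -0.23 and -0.31, and the splits were 1375 and 1063 with Nanog WT and 2612 and 2506 with Nanog BiD. At D0 they were 59 higher and 72 lower, against 71 and 57. Quantile normalization gave 51 and 61 at D0, while rescaling to a common total gave 113 and 65. Between the combinations, after quantile normalization and after the trend was removed, the genes higher and lower were 44 and 153, and 61 and 180, at D1 (62 and 162 as reported), 200 and 415, and 207 and 418, at D3 (210 and 413), 458 and 640, and 397 and 564, at D5 (539 and 552), 820 and 923, and 826 and 914, at D7 (975 and 783), 2393 and 2289, and 2300 and 2252, at D10 (2597 and 2079), 1945 and 1966, and 1861 and 1891, at D12 (2267 and 1679), and 1998 and 2051, and 1893 and 1952, in the interaction (2255 and 1765). Rescaled to a common total they were 726 and 768 at D5, 1295 and 1086 at D7, 2942 and 2740 at D10, 2610 and 2145 at D12, and 2242 and 2239 in the interaction. Of the 4020 genes of the interaction, 3678 were called after quantile normalization and 3418 after the trend was removed.

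Both score differences kept their direction and their exact permutation p-values passed under every alternative that had a test. All of these tests treat the days as independent. Over these the activation difference ranged from 19.6 points (all days) to 33.4 (set median), and the silencing difference from 17.6 (all days) and 21.2 (pseudocount of 0.1) to 24.4. Leaving out either replicate moved the activation difference, which ranged from 24.1 to 33.7 points, while the silencing difference ranged from 23.2 to 25.4.

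In the iPSC, 0 genes were called under all gene-level alternatives, each with 143 to 496 genes at an unadjusted p under 0.05. Tested per transcript, 1 was called, a Ythdc1 transcript lower with Nanog BiD (log2 difference -2.37, adjusted p = 0.0211), which is named because it was the only one and was chosen after its values were seen. The difference in correlation with mES ranged from -0.00351 to 0.00121 over the 12 fits that each left out one sample. It reversed to 0.00121 (exact permutation p = 0.573) without sample 9 of the Nanog BiD iPSC1. Over its alternatives the exact permutation p ranged from 0.443 to 0.807.

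Among the named genes and the counts without a test, 279 comparisons were made. Of these, 2 became stronger (Esrrb and Foxb1 at D5 with a pseudocount of 0.1) and 3 moved (the counts of D0, D1 and D3 without replicate 2, at 1039, 594 and 1287 against 343, 361 and 749). The counts of genes at least 2-fold apart rest on 1 library per combination when a replicate is left out. At D8, leaving out replicate 1 removes the sole Nanog BiD library and gave no value. The model's counts were not recomputed without a replicate, since that leaves groups of 1. For a listed gene, leaving out 1 of 2 replicates cannot move its difference by more than the spread of the pairs, and so shows no stability. All 5 listed genes called at D5 and all 12 called at D12 had the same sign in both same-numbered pairs. The unequal depth of the Nanog WT libraries from D8 on limits the D8, D10 and D12 comparisons, the Nanog WT change and the interaction. No alternative removes it.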

Other observations

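The tests on the silencing score of Nanog WT other than the one on low genes, those on transcript length and mitochondrial genes in the D0 pair, the levels at D12 and D10 of genes under 1 FPKM in mES and the count of splits at an unadjusted p were chosen only after the result was seen.

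The silencing score of Nanog WT fell from 25.8 ± 1.8 (SD, 4 libraries of D5 and D7) to 13.5 ± 1.9 (6 libraries of D8 to D12), a change of -12.3 points (exact permutation p = 0.00952 as the one-sided p doubled, while 1 of the 210 arrangements was as large in size, a share of 0.00476), while that of Nanog BiD rose. The test treats libraries of different days as independent, which is not known. The fall was still there after rescaling to a common total (-10.7 points), in the set median (-10.7 points as well) and among set genes with a mean of at least 5 FPKM (-11.0 points). It coincides with the change in depth, as the lowest relative depth of these 6 libraries was 1.89 and the highest of the other 28 was 1.13. By the study's methods the medium of the reprogramming cultures was also changed at about this time. Iapp, for one, fell from D7 to D8 in both combinations, from 101.8 to 8.61 FPKM with Nanog BiD, at like depth, and from 10.9 to 0.907 with Nanog WT. The silencing score of Nanog BiD rose by 17.0 points over the same days, but no library of D8 to D12 is without the change, so a response of Nanog WT alone to the medium is left open. A separate batch of cells or libraries may thus be the source, and neither it nor the medium can be told apart from a return of fibroblast expression.

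Of the 2267 genes higher with Nanog BiD at D12, 234 (10.3%) were under 1 FPKM in mES. A share of 0.0299 was under 1 FPKM in at least 1 Nanog BiD D12 library, but the fold limit of the call fixes this in advance. A share of 0.325 reached a mean of 5 FPKM with Nanog BiD at D12 (median 3.29 FPKM), so most were low. However, 153 of them, a share of 0.654, reached 1 FPKM in both Nanog BiD libraries of D10, which had no part in the choice of the genes. This goes against low-level noise for these 153, and noise remains a candidate explanation for the rest alone. Genes that MEF already express made up a share of 0.137. Of the 225 that the iPSC table holds, 194 (86.2%) were under 1 FPKM on average in Nanog BiD iPSC. Foxb1 (4.25 ± 2.44 FPKM) and Olig3 (7.92 ± 0.22) are examples from the list. Foxb1 was already called at D7, at like depth (log2 difference 1.61, adjusted p = 1.76e-05), and Olig3 was listed at 0 with Nanog BiD at D0 to D3. A separate batch of the Nanog WT libraries would not by itself raise levels in the Nanog BiD libraries. Cells in the D12 culture on other paths than pluripotency are a hypothesis, which was not tested.

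The replicates of Nanog WT at D0 differed more than the other 14 pairs (mean squared log2 difference 0.341, others at most 0.267). The difference followed transcript length across genes more than in any other pair (Spearman rho -0.51, others at most 0.43 in size), so a difference in RNA integrity or library preparation is a candidate source. Depth was not, as the pair ranked 7 of 15 by its depth difference. Leaving out the mitochondrial genes gave 0.340, but so few genes cannot move a mean over all tested genes. With the other genes also rescaled to a common total, the value was 0.337 (others at most 0.273), so an unequal mitochondrial share was not the source either. No biological explanation was tested.

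Y-linked signal (mean log2 level of Ddx3y, Eif2s3y, Uty and Kdm5d, named after their values were seen) varied between iPSC samples of either combination, from 0 to 3.19. It was compared with the mean log2 level of 415 X-linked genes minus that of autosomal genes over the 12 samples. Pearson r was -0.88 (permutation p = 0.00108) and Spearman rho -0.88 (permutation p = 0.00052), and r was -0.84 without the 2 samples farthest from the median Y-linked signal. Within line iPSC1 (7 samples) r was -0.78 and within line iPSC2 (5 samples) -0.98. This is 1 relation computed after the levels were looked at. It is consistent with 2 active X chromosomes in samples without Y-linked signal, and intermediate samples may hold a mixture of male and female cells. A loss of the Y chromosome alone would not change X-linked expression. The relation does not involve the combination, which was not tested against it.

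For the iPSC comparison, 100 of the 350 splits of the 12 samples that keep the numbers per line were drawn, the real one included, and all 100 gave as many genes as the real split, which gave 0 (201 at an unadjusted p under 0.05). With a real count of 0 every split must give as many, so this count shows nothing. By genes at an unadjusted p under 0.05, 87 of the 100 splits gave as many as the real one, and the median of the other splits was 391.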
